A study of Mus musculus with 6 samples.

How the data were processed

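Gene read counts of 6 mouse libraries were used, from Lgr5-GFP-positive cells sorted from small intestinal organoids, per the series design text and the labels. Each library was placed in a group by the treatment and day in its label, giving 2 libraries each for EtOH and 4-OHT at day 6 and 1 each at day 4. The 4-OHT dose of 0.5 µM comes from the series design text. Per the labels' protocols, total RNA was extracted with a column kit, messenger RNA was selected with oligo-dT beads and fragmented, and complementary DNA was primed with random hexamers before adapters were ligated and the library amplified. No molecular identifiers are mentioned, so intervals given for counts cover counting error only.

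The authors deposited 1 file per library of whole-number counts per gene, not normalized, for 56884 genes identified by Ensembl number, after 4 summary lines for unmapped, multimapping, unassigned and ambiguous reads. The aligner, its version, the genome build, the annotation release and the strand setting are stated neither in the labels' protocols nor in the files. Reads that map to several places or overlap several genes are in the summary lines and in no gene, so genes with near-identical copies or with overlapping neighbours are undercounted. The summary lines stayed out of library sizes and tests. They held 21.0% and 20.5% of all entries in the day 6 EtOH libraries, 19.6% and 19.3% in the day 6 libraries labelled 4-OHT, and 26.7% (EtOH) and 25.0% (4-OHT) at day 4. Unassigned reads were 2.63% to 3.76% of all entries at day 6, and 6.19% (EtOH) and 6.70% (4-OHT) at day 4. Gene symbols, biotypes, coordinates and exon overlaps were taken from the GENCODE M39 annotation of GRCm39 by gene identifier, which matched 56323 identifiers holding 99.96% of the gene counts. It was not compared with the build used for counting, which is unknown, and symbols and positions are those of GRCm39 alone.

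Library totals ran from 14345379 to 21461835 gene counts. The largest gene, *mt-Co1*, took 2.01% to 2.28% of a library's counts and the 10 largest genes 5.96% to 6.88%. At these depths a gene at 1 CPM had about 14 to 21 counts. Replicates were compared by a chi-square test of their counts over genes before they were averaged, to find a library deposited more than once.

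Counts were tested with the quasi-likelihood F test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with TMM scaling and the filterByExpr filter with its minimum count of 10. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as different, and the standard error was taken as the absolute log2 fold change divided by the square root of F. The day 6 comparison used the 4 day 6 libraries alone. The comparison over both days used all 6 libraries with day as an additive term. For day 4, with 1 library per label, log2 fold changes were computed from TMM-scaled counts with a prior count of 2 and were not tested. CPM are TMM-scaled, and the mean ± SD is over the 2 replicates of a group. Gene lists were tested with camera at a preset correlation of 0.01, two-sided, and with fry and camera with an estimated correlation (limma 3.58.1). For day 4, a list's median was placed among 10000 random lists of the same size matched on mean expression.

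The groups, tests, 13 gene lists, alternatives and the rule for named genes were chosen before the data were examined. *Ythdf2*, *Kif26b* and *Lgr5* were always to be named. Further genes were the 5 largest rises and 5 largest falls at day 6 among protein-coding genes with an adjusted p under 0.05, a mean of at least 5 CPM, both libraries of one label above both of the other, and the same sign at day 4. Chance separates 2 against 2 libraries in this way in 33.3% of genes. Members of the lists with an adjusted p under 0.05 were also named, at most the 5 largest changes per list.

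The scripts were tested on simulated counts drawn from the libraries' means, sizes and replicate spread, with 200 genes changed. For the day 6 comparison (14066 genes), the test recovered 57.0% of the changed genes, 72.5% of those changed 4-fold and 40.8% of those changed 2-fold, and 4.20% of the calls were unchanged genes. For the comparison over both days (14060 genes), it recovered 81.0%, and 6.36% of the calls were unchanged genes. In the simulated day 6 list test (14066 genes), the 1 shifted list of 13 was called and 0 of the others were. The simulated genes were drawn independently of each other. The list test was therefore not tried on lists whose genes vary together.

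The alternatives were median-of-ratios scaling, no filter, a filter at 1 CPM in 2 libraries, DESeq2 1.42.0, limma-voom, a block on replicate number, all 6 libraries in 4 groups, a correction of each library for its trend on GC content (with and without the block), a 2-fold minimum, no day term, other list tests, a prior count of 0.5, and leaving out each library in turn. In the day 6 comparison, leaving out a library leaves 1 library in an arm, so only fold changes were computed there, with the dispersions of the 4-library comparison. Reads per exon were not analysed here, and Wnt signalling was examined only through transcript counts.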

Results

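RNA sequencing read counts per gene were analysed for 6 libraries made from mouse small intestinal organoids, which are epithelial cultures grown from intestinal tissue. The organoids carried a floxed *Ythdf2* gene, so that Cre recombinase can remove the part between its loxP sites, together with CreERT2, a Cre recombinase that becomes active when 4-hydroxytamoxifen (4-OHT) binds it. CreERT2 was present under the villin promoter, which is active in the intestinal epithelium, and in an *Lgr5* allele that also encodes the green fluorescent protein EGFP. *Lgr5* marks intestinal stem cells, and cells positive for Lgr5-GFP were sorted 4 or 6 days after the organoids had received 0.5 µM 4-OHT or ethanol (EtOH), the vehicle. At day 6 there were 2 libraries labelled EtOH and 2 labelled 4-OHT, and at day 4 there was 1 of each. The day 6 libraries held 19123895 and 17197322 gene counts (EtOH) and 21461835 and 19167414 (4-OHT), and the day 4 libraries held 19364354 (EtOH) and 14345379 (4-OHT). Counts were found for 19522 to 20622 genes in the day 6 libraries, and for 24195 (4-OHT) and 26521 (EtOH) genes in the day 4 libraries. Across genes, which are not independent replicates, the correlation of log2 CPM, which are counts scaled to the library's total, was 0.977 between the EtOH libraries and 0.982 between the 4-OHT libraries of day 6. The chi-square per degree of freedom of these pairs was 36.7 and 25.1, so that each pair differed by more than sampling noise and both members were kept as replicates. Day 6 pairs of unlike label had correlations of 0.964 to 0.974, only slightly lower. EtOH replicate 2 of day 6 correlated more closely with the day 4 EtOH library (0.982) than with its own replicate. The first principal component, with 38.3% of the variance of log2 CPM, placed the 3 libraries labelled EtOH between −43.4 and −20.4 and the 3 labelled 4-OHT between 11.7 and 38.9.

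*Ythdf2*, the floxed gene, was examined first as a check of the labels. The gene (ENSMUSG00000040025) lies on the minus strand of chromosome 4 at 131911065 to 131939614 in GRCm39. Its read count was 1563 and 1312 in the day 6 libraries labelled EtOH and 4463 and 3816 in those labelled 4-OHT. At day 4 it was 1483 (EtOH) and 2466 (4-OHT). The day 6 level was 79.4 ± 4.65 CPM (SD, n = 2) with EtOH and 207 ± 2.40 CPM (SD, n = 2) in the libraries labelled 4-OHT. The log2 fold change was 1.37 with a standard error (SE) of 0.16, with an adjusted p of 0.0018 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and the day 4 log2 fold change was 1.12. The alternative that moved the day 6 value most, all 6 libraries with day as a term, gave 1.30. *Ythdf2* counts were thus higher in the library labelled 4-OHT in all 3 pairs, the direction opposite to a loss of transcript upon deletion. Counts per gene hold no values per exon, so whether the floxed part was present could not be read from them. Libraries are therefore named by their labels throughout, and every direction given is that of the libraries labelled 4-OHT relative to those labelled EtOH.

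*Kif26b*, which the title of the series places with *Ythdf2* and Wnt signalling, and *Lgr5*, the gene of the sorted reporter, had also been chosen in advance. *Kif26b* (ENSMUSG00000026494; chromosome 1, 178356690 to 178766765, plus strand, GRCm39) had 72 and 75 counts in the day 6 EtOH libraries and 9 and 1 in those labelled 4-OHT, with 4.08 ± 0.383 and 0.237 ± 0.259 CPM (SD, n = 2 each). Its day 6 log2 fold change was −4.01 (SE 0.61), with an adjusted p of 0.0068 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The low counts leave the size of this fall uncertain, since the log2 fold change was −6.08 without 4-OHT replicate 1 and −3.26 without 4-OHT replicate 2. At day 4, 3 counts in the library labelled 4-OHT stood against 78 with EtOH, a ratio of 0.0504 with an exact 95% interval of 0.0102 to 0.153 that covers counting error only. Of the exon bases of *Kif26b*, 7.5% overlap the gene *Gm16564*, and the strand setting of the counting was not stated. *Lgr5* (ENSMUSG00000020140; chromosome 10, 115286216 to 115423685, minus strand, GRCm39) stood at 297 ± 67.2 CPM with EtOH and 219 ± 12.9 CPM in the libraries labelled 4-OHT (SD, n = 2 each). The log2 fold change of −0.45 (SE 0.19) did not pass the threshold, with an adjusted p of 0.413 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The value was −0.20 without EtOH replicate 2, and −0.44 at day 4.

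**Figure D1:**
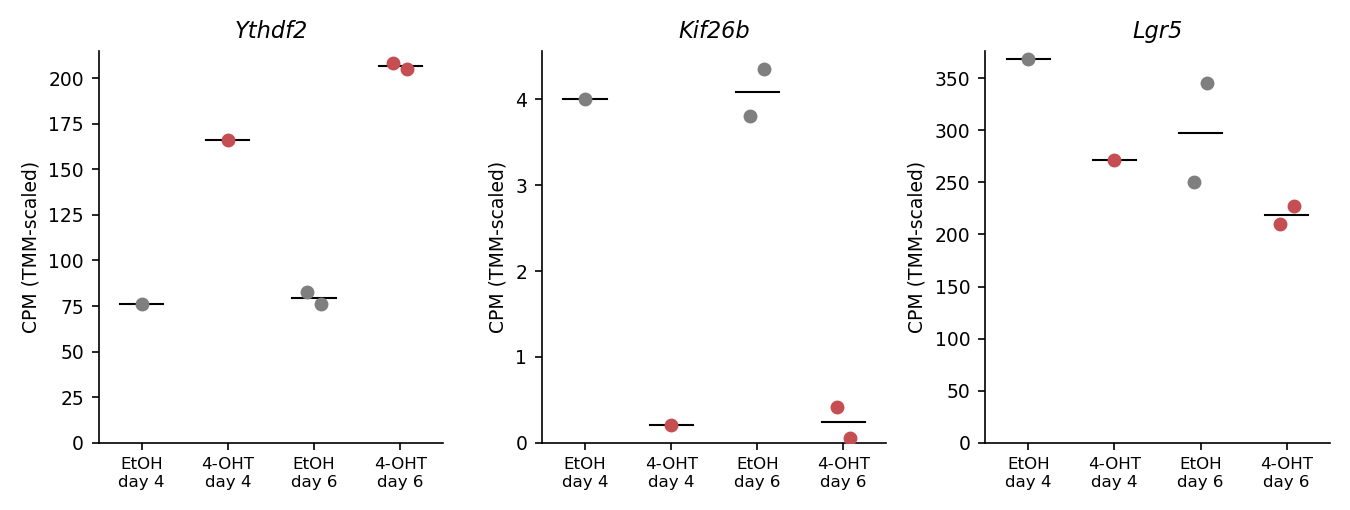
TMM-scaled CPM of *Ythdf2*, *Kif26b* and *Lgr5* on the vertical axis, with 1 point per library (grey, EtOH; red, labelled 4-OHT) and a line at each group's mean, by label and day on the horizontal axis. *Ythdf2* lies at 205 to 208 CPM in the day 6 libraries labelled 4-OHT and at 76.1 to 82.7 CPM in those labelled EtOH, while *Kif26b* lies under 1 CPM in all 3 libraries labelled 4-OHT.

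The day 6 libraries were compared next, to ask which transcripts of the sorted cells differ between the treatments. Of 14066 genes tested, 353 had an adjusted p under 0.05 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 320 higher and 33 lower in the libraries labelled 4-OHT. At least a 2-fold change was seen for 317 of these genes, 288 higher and 29 lower. An unadjusted p under 0.05 was found for 1453 genes, where 703 would arise by chance. The median log2 fold change of all genes tested was −0.013. Among the 353 genes, 341 were protein-coding and 10 were long non-coding RNA genes. A block on replicate number moved the count most, to 839 genes (688 higher, 151 lower), and to 873 together with GC correction. With the block, the adjusted p of *Ythdf2* by the same test was 1.0e-10 against 0.0018, at a log2 fold change of 1.37 in both. The spread is then estimated from 4 libraries with a further term, so these counts are not read as a gain from pairing. The labels do not say that the replicate numbers pair the libraries. Among the other alternatives, the DESeq2 test moved the count most, to 502 genes (435 higher, 67 lower) that included 349 of the 353.

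The genes named here follow a rule fixed in advance, which 235 higher and 17 lower genes met, and are the 5 largest changes each way. *Rgl3* (chromosome 9, 21880007 to 21900777) rose most, from 0.661 ± 0.114 to 58.4 ± 11.9 CPM (SD, n = 2 each), with a log2 fold change of 6.44 (SE 0.31) and an adjusted p of 1.1e-05 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. *Syt8* (chromosome 7, 141988587 to 141994133) rose from 1.30 ± 0.868 to 71.0 ± 17.2 CPM (SD, n = 2 each), a log2 fold change of 5.78 (SE 0.38) that became 6.66 without EtOH replicate 2. *Sardh* had a log2 fold change of 4.35 (SE 0.29), and *Rgl3*, *Syt8* and *Sardh* had day 4 values of 5.99, 5.21 and 4.37. Of the exon bases of *Sardh*, 3.1% overlap *Sardhos*. *Clca4a* had a log2 fold change of 4.55 (SE 0.64) at day 6, which was 3.53 without 4-OHT replicate 1 and 5.34 without EtOH replicate 1, and 0.21 at day 4. *Clca4a* belongs to a family of similar genes and shares 11.1% of its exon bases with *Gm16233*, so its counts are uncertain. *Enpp3* changed by 4.21 (SE 0.38) at day 6 and by 1.54 at day 4. The largest falls were those of *Kif12* (−2.13, SE 0.34), *Fam20c* (−1.90, SE 0.23), *Sfrp5* (−1.76, SE 0.31), *Sdsl* (−1.44, SE 0.18) and *Klhl23* (−1.36, SE 0.28). The value of *Klhl23* was −0.89 without EtOH replicate 2 and −1.71 without EtOH replicate 1. Their day 4 log2 fold changes lay between −1.54 (*Sdsl*) and −1.37 (*Kif12*), and their adjusted p by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment ranged from 0.0024 (*Fam20c*) to 0.0359 (*Klhl23*).

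**Figure D2:**
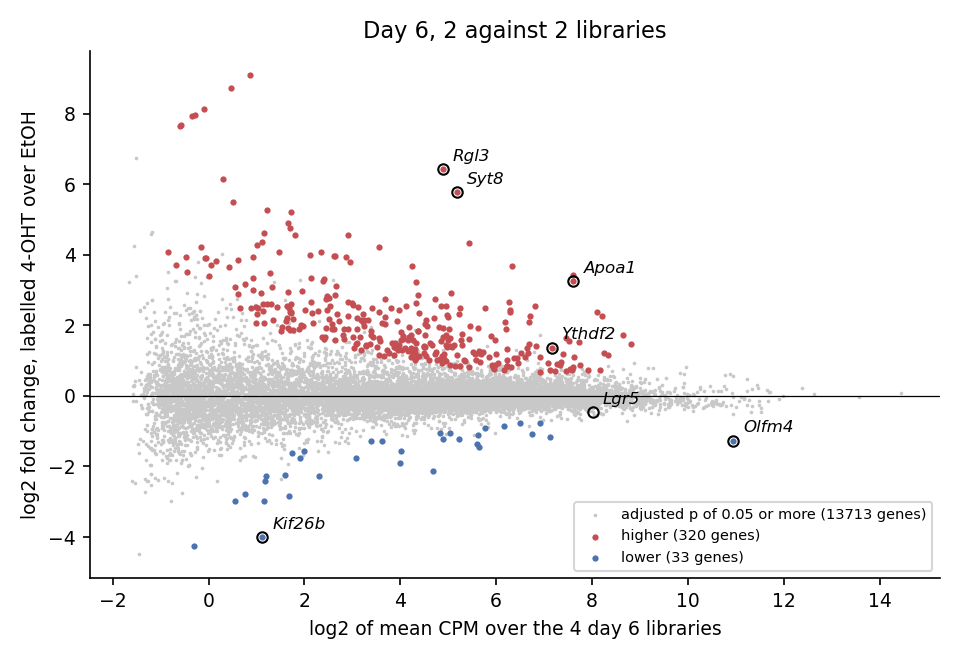
Log2 fold change at day 6 (labelled 4-OHT over EtOH) on the vertical axis against the log2 of the mean CPM of the 4 day 6 libraries on the horizontal axis, with 1 point per tested gene. Red and blue points are the 320 higher and 33 lower genes with an adjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg), grey points are the other genes, and circles mark 7 genes named in the text.

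Because the series concerns intestinal stem cells and Wnt signalling, 13 gene lists fixed in advance were tested at day 6 with camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 13 lists. The lists for enterocytes (median log2 fold change 1.86, adjusted camera p 2.9e-56), regenerative and fetal-like epithelium (1.69, 1.1e-40) and the interferon response (2.01, 4.6e-15) were higher in the libraries labelled 4-OHT. The lists for tuft cells (−1.33, 5.2e-06), intestinal stem cells (−0.25, 0.0099) and proliferation (−0.19, 0.0102) were lower. No list passed under fry, where the smallest adjusted p was 0.0762 and 3 lists had an unadjusted p under 0.05, and none passed under camera with an estimated correlation, where the smallest adjusted p was 0.113 and the same 3 lists had an unadjusted p under 0.05. Those 3 were the enterocyte, regenerative and interferon lists. The remaining 7 lists did not pass under camera at the preset correlation. Their median log2 fold change and adjusted camera p were 0.56 and 0.0716 for Paneth cells, 0.17 and 0.0888 for p53 and DNA damage, and −0.02 and 0.615 for Wnt targets. They were 0.08 and 0.809 for enteroendocrine cells, −0.03 and 0.809 for the m6A machinery, 0.02 and 0.879 for cell handling stress, and −0.23 and 0.891 for goblet cells. With all 6 libraries and day as a term, the stem cell list no longer passed (adjusted camera p 0.0645) while the Paneth (0.000948), p53 (5.9e-05) and enteroendocrine (0.0196) lists did, and the Wnt, goblet and stress lists turned their direction without passing. Without a filter on low counts the Paneth (0.00569) and p53 (0.00997) lists also passed and the goblet list turned its direction. With a block on replicate number the Paneth (0.000788) and p53 (0.0432) lists passed as well. The interferon list passed under these alternatives, but its median depended on them. It was 1.15 with all 6 libraries, 1.56 without a filter and 2.03 with the block. The Wnt list shares 3 genes with the stem cell list, *Lgr5*, *Ascl2* and *Tnfrsf19*.

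All 20 enterocyte genes were higher at day 6, 13 of them with an adjusted p under 0.05 over all genes tested and 19 when adjusted over the list alone (edgeR quasi-likelihood, Benjamini-Hochberg). *Apoa1* rose from 36.9 ± 9.58 to 354 ± 61.6 CPM (SD, n = 2 each), a log2 fold change of 3.25 (SE 0.23). The rises of *Krt20* (2.65, SE 0.19), *Apoc3* (2.64, SE 0.33, and 3.34 without EtOH replicate 1), *Ada* (2.49, SE 0.24) and *Fabp1* (2.39, SE 0.27) came next, and *Ada* shares 20.2% of its exon bases with *Pkig*. All 15 regenerative genes tested were higher, 11 past the threshold over all genes and 13 when adjusted over the list alone. *Ly6d* (4.08, SE 0.40), *Msln* (3.68, SE 0.28), *Il1rn* (2.93, SE 0.27), *Sprr1a* (2.23, SE 0.21) and *S100a6* (2.15, SE 0.30) changed most. Of 19 interferon response genes tested, 17 were higher, 5 past the threshold over all genes and 13 when adjusted over the list alone. The 5 were *Rsad2* (3.35, SE 0.52), *Ifit1* (2.66, SE 0.39), *Ifit3* (2.48, SE 0.51), *Oasl2* (2.44, SE 0.39) and *Irf7* (2.23, SE 0.27), and the counts of *Ifit3*, 8 and 9 with EtOH against 54 and 53, were among the lowest. *Ifit3* also has a close copy in the genome, so its counts are uncertain, and 1.7% of the exon bases of *Irf7* overlap *Phrf1*.

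Of 20 stem cell genes, 13 were lower at day 6, and 2 passed the threshold over all genes while 4 passed when adjusted over the list alone (edgeR quasi-likelihood, Benjamini-Hochberg). Of these 4, *Olfm4*, *Slc14a1* and *Rgmb* (−0.65) were lower and *Igfbp4* (0.62) was higher, *Rgmb* and *Igfbp4* being named after their values were seen. *Olfm4* fell from 2775 ± 747 to 1156 ± 239 CPM (SD, n = 2 each), a log2 fold change of −1.27 (SE 0.26) with an adjusted p of 0.0312, and 5.1% of its exon bases overlap *Gm6999*. *Slc14a1* had a log2 fold change of −2.82 (SE 0.55) and an adjusted p of 0.0266, with −2.09 without EtOH replicate 1 and −3.53 without 4-OHT replicate 1. The proliferation genes were lower in 19 of 20 cases, and none passed the threshold over all genes or over the list alone, with 0 at an unadjusted p under 0.05. Of 14 tuft cell genes, 7 were abundant enough to test and all 7 were lower, 1 past the threshold over all genes and 5 when adjusted over the list alone. The 1 was *Dclk1* (−2.24, SE 0.48, adjusted p 0.0388), whose log2 fold change was −2.95 without 4-OHT replicate 1 and −0.02 at day 4. With all 6 libraries and day as a term, *Dclk1* no longer passed, with a log2 fold change of −1.74 and an adjusted p of 0.0859, against 0.00408 to 0.0391 under DESeq2 and median-of-ratios scaling. In the goblet cell list, *Zg16* (2.75, SE 0.27) and *Clca1* (1.24, SE 0.23) passed over all genes, and 4 genes, 2 higher and 2 lower, passed when adjusted over the list alone, *Clca1* being a member of the same family as *Clca4a*. In the Paneth cell list 0 genes passed over all genes, 2 passed when adjusted over the list alone and 4 had an unadjusted p under 0.05, and its defensin genes are near-identical copies whose counts are uncertain. For the Wnt, enteroendocrine, p53, m6A and stress lists 0 genes passed by either adjustment, and 4, 2, 5, 0 and 2 genes had an unadjusted p under 0.05.

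**Figure D3:**
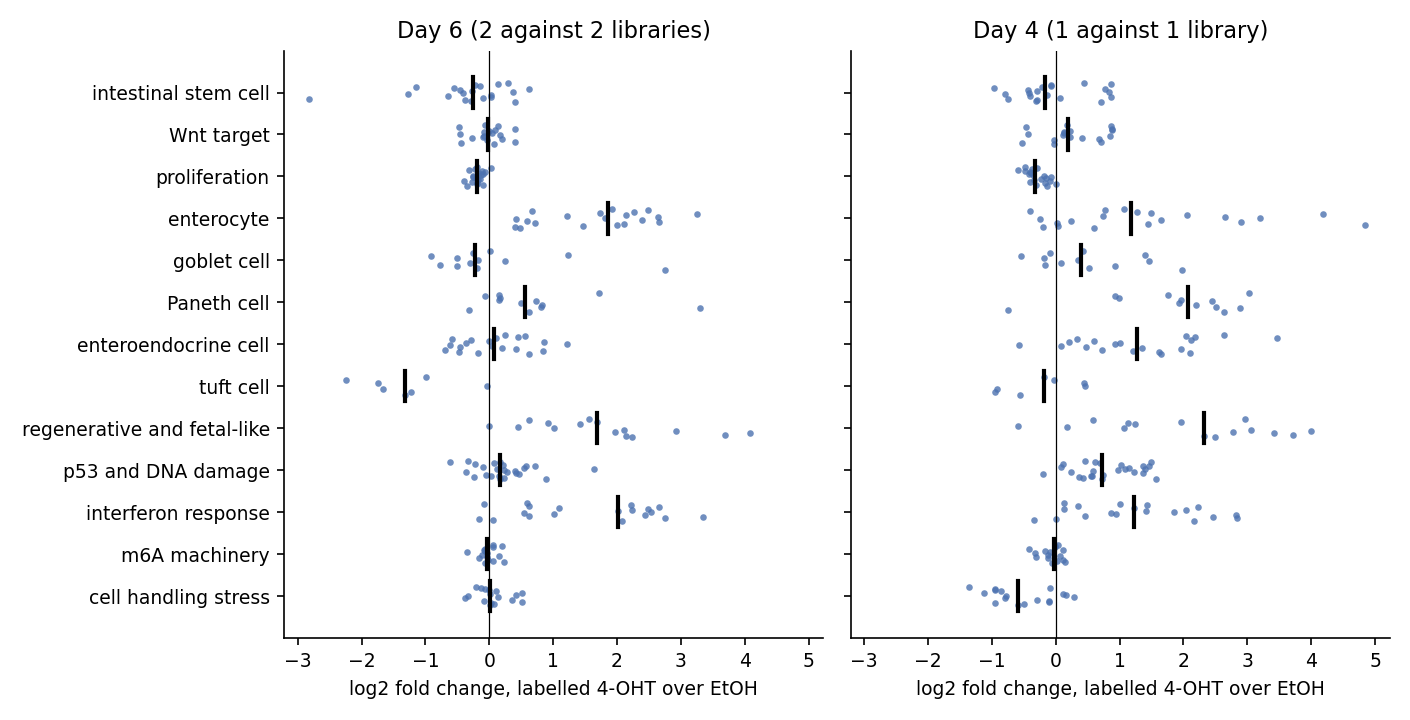
Log2 fold changes (labelled 4-OHT over EtOH, horizontal axis) of the tested members of the 13 gene lists, with 1 point per gene and a vertical bar at each list's median, at day 6 (left, 2 against 2 libraries) and day 4 (right, 1 against 1). The enterocyte, regenerative and interferon lists have medians of 1.86, 1.69 and 2.01 at day 6 and 1.17, 2.32 and 1.22 at day 4.

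The day 4 libraries asked whether the differences were already present 2 days earlier. With 1 library per label there is no replicate check and no test, and values compare these libraries, not the conditions. Among 12827 genes with a mean of at least 1 CPM, 574 were at least 2-fold higher and 185 at least 2-fold lower in the library labelled 4-OHT. Across the 14066 genes, which are not independent replicates, the day 4 and day 6 log2 fold changes had a Pearson correlation of 0.548 and a Spearman correlation of 0.453. The days share no control library. Of the 353 genes that differed at day 6, 344 had the same sign at day 4, or 97.45% with an exact 95% interval of 95.2% to 98.8%. This interval treats the genes as independent, which they are not, and covers no spread between libraries. The 320 higher genes had a median day 4 log2 fold change of 1.37, above all 10000 random lists of the same size matched on expression, 95% of which lay between −0.05 and 0.05. The 33 lower genes had a median of −1.08, below all matched lists, and each had the same sign at day 4. The 9 genes of opposite sign were all higher at day 6, and their day 4 values reached down to −1.37. The alternative that moved the share of the same sign most was the use of DESeq2 calls, with 95.4%.

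Among the lists, the day 4 median was at or above the 99.86th percentile of matched random lists for enterocyte (1.17), regenerative (2.32), interferon (1.22), Paneth (2.08), enteroendocrine (1.28), goblet (0.39), p53 (0.72) and Wnt (0.19) genes. It was below all matched lists for the proliferation (−0.32) and stress (−0.59) lists. The stem cell list (−0.18) lay at the 1.72nd percentile, and the tuft cell list (−0.18, 18.7th percentile) and the m6A list (−0.03, 47.3rd percentile) lay within the range of the random lists. The cell handling stress list was thus lower at day 4 only, and whether any list differed between the days was not tested.

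**Figure D4:**
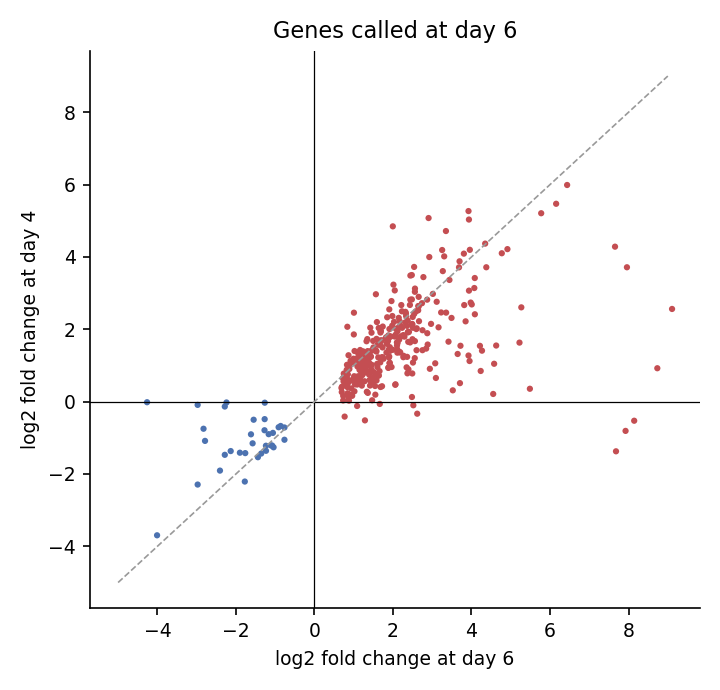
Log2 fold change at day 4 (1 against 1 library, vertical axis) against that at day 6 (2 against 2, horizontal axis), labelled 4-OHT over EtOH, for the 353 genes with an adjusted p under 0.05 at day 6 (edgeR quasi-likelihood, Benjamini-Hochberg), red where higher and blue where lower at day 6, with a dashed line of equal values. Of the points, 344 have the same sign on both days.

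All 6 libraries were then fitted together, 3 labelled 4-OHT against 3 labelled EtOH with day as a term. Of 14060 genes, 617 had an adjusted p under 0.05 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 516 higher and 101 lower in the libraries labelled 4-OHT, and 386 of them changed at least 2-fold. The day 6 comparison shared 325 of these genes, all with the same sign. Both fits contain the 4 day 6 libraries, so this overlap is not an independent check. The count changed when a single library was left out. It was 384 without day 6 4-OHT replicate 1, 394 without day 6 4-OHT replicate 2, and 361 without either day 4 library. When 1 day 4 library is left, the day term absorbs it, and the labels are compared in the day 6 libraries alone. The fall to 361, near the 353 of the day 6 comparison, thus reflects the loss of the whole day 4 pair. The libraries of day 4 carry another run of library numbers than those of day 6, so batch and day cannot be told apart, and within days only the day 6 comparison above has replicates. Over both days *Ythdf2* had a log2 fold change of 1.30 (SE 0.11, adjusted p 0.000231), *Kif26b* one of −4.06 (SE 0.46, adjusted p 0.000884) and *Lgr5* one of −0.44 (SE 0.13, adjusted p 0.110), by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment.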

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

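The only alternative chosen after the results were seen was edgeR's earlier quasi-likelihood estimator, which gave 302 genes at day 6 and 560 over both days.

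At day 6 the count of 353 genes stayed between 290 (limma-voom) and 502 (DESeq2) under scaling, filter, test, GC and 4-group alternatives. These included 292 without a filter, 335 with median-of-ratios scaling and 354 with GC correction, and of the 353 genes 285 to 349 were kept under limma-voom, scaling, the 1 CPM filter, GC correction, 4 groups and DESeq2. The 292 genes found without a filter and the 302 found with the earlier estimator were all among the 353. The lower genes rose from 33 to 67 under DESeq2, more than 1.5 times, and the cause was not tested. The share of higher genes among those called stayed between 86.7% (DESeq2) and 92.5% (no filter) under these alternatives.

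With the replicate block, the day 6 comparison gave 839 genes (688 higher, 151 lower), and 873 with the replicate block and GC correction together (716 higher, 157 lower), each including all 353. Over both days a block on the 3 pairs gave 873 genes, including all 617. The labels do not say that the numbers pair the libraries, and with 2 pairs the check cannot show it. Across 14066 genes, the differences between replicates 2 and 1 correlated between the labels with a Pearson r of 0.266 and a Spearman rho of 0.127. In the list test the block gave 8 lists, adding the Paneth (adjusted camera p 0.000788) and p53 (0.0432) lists, and it changed the call of none of the 33 named genes. The kept calls add little support, because the block made p-values far smaller at nearly the same fold changes. For *Rgl3* the adjusted p by the edgeR quasi-likelihood test was 5.9e-84 against 1.1e-05, at log2 fold changes of 6.42 and 6.44.

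Over both days the count of 617 fell to 361 without the day term, since the spread between days then enters the replicate spread. It ran from 361 to 699 genes across the 6 fits that each left out 1 library, the lowest without either day 4 library and the highest without day 6 EtOH replicate 2. Without either day 4 library, the day term absorbs the other, so those fits compare the labels in the day 6 libraries alone. The other alternatives gave 566 (limma-voom), 619 (median-of-ratios scaling), 657 (no filter) and 857 (DESeq2, with 273 genes given no adjusted p).

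The *Ythdf2* log2 fold change lay between 1.30 and 1.37 under scaling, DESeq2, the block and all 6 libraries, and between 1.31 and 1.44 across the 4 fits that each left out 1 library. Of the 33 named genes, all kept their direction and their side of the threshold under scaling, DESeq2 and the block, and 32 did with all 6 libraries, *Dclk1* being the exception (adjusted p 0.0859, against 0.0391 with scaling, 0.00408 with DESeq2 and 5.0e-06 with the block). Without 1 library, 9 named genes moved by more than their replicate spread when 4-OHT replicate 1 was left out, 7 for EtOH replicate 1, 4 for EtOH replicate 2 and 1 for 4-OHT replicate 2, and none changed sign.

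Of the gene lists, 6 were called with camera at the preset correlation and with median-of-ratios scaling, 8 without a filter and 8 with all 6 libraries, but 0 with fry and 0 with camera with an estimated correlation, where 3 lists had an unadjusted p under 0.05. Both tests estimate from the 4 libraries how far the genes of a list vary together. The stem cell list did not pass with all 6 libraries either (adjusted p 0.0645). The Paneth and p53 lists passed without a filter (adjusted p 0.00569 and 0.00997) and with all 6 libraries (0.000948 and 5.9e-05), and the enteroendocrine list with all 6 libraries (0.0196). Some lists near 0 changed direction without passing the threshold. With all 6 libraries the direction turned for the Wnt list (median 0.058), the goblet list (median −0.017) and the stress list (median −0.11), and the goblet list's also turned under fry (median −0.23) and without a filter (median −0.22), where its median stayed below 0. The cause was not tested.

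The share of day 6 genes with the same sign at day 4 stayed between 95.4% (DESeq2 calls) and 98.5% (mean of at least 5 CPM). Depth limits the size of changes at low counts most, as for *Kif26b* with 1 and 9 counts, whose log2 fold change ran from −6.08 to −3.26 without 1 library.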

Other observations

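The tests on *Ythdf2*, *Kif26b*, the enterocyte genes and DNA damage were chosen after the results were seen. So were those on the excess of higher genes under another scaling and GC correction. The p53 list, that scaling and the GC correction had themselves been fixed in advance, but not their use as these tests. Tests on immune cells, other splits of the libraries, sequencing depth, genomic reads and GGAC motifs were set before their results were known.

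*Ythdf2*, the gene to be deleted, had more reads in the libraries labelled 4-OHT. Several technical explanations are argued against by the tables. Scaling moves all genes by about the same amount, and *Ythdf2* lay 1.38 above the median log2 fold change of all genes tested (SE of *Ythdf2* 0.16). After correction for GC content, which moved the genes by −0.08 to 0.10, its log2 fold change was 1.36. Its paralogs, with which reads might be shared, changed by at most 0.22 (*Ythdf3*; *Ythdf1* 0.06), neither past the threshold (adjusted p 0.829 and 0.962, edgeR quasi-likelihood with Benjamini-Hochberg adjustment). Reads from an undeleted remainder at an unchanged rate could leave the count at or below the EtOH level, but not raise it by 1.37. What stays open is an exchange of the treatment labels in every pair, which could give the same picture because all 3 of 3 pairs had more *Ythdf2* in the library labelled 4-OHT. This cannot be told apart from a rise in transcription or stability of a shortened transcript, since counts per gene do not show exons. If the labels were exchanged, every direction reported would turn, including the fall of *Kif26b* and the rise of the enterocyte, regenerative and interferon genes. Reads over the floxed exons would separate these candidate explanations.

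*Kif26b* had few reads in all 3 libraries labelled 4-OHT. Counting noise alone does not account for this at day 4, because the upper 95% limit of the ratio was 0.153. A change in *Kif26b* expression with the treatment may underlie it, as a hypothesis, under the caveat on labels given for *Ythdf2*.

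The enterocyte genes were higher in the libraries labelled 4-OHT although *Lgr5*-reporter cells had been sorted. Stem cells replaced evenly by all other cell types would raise the genes of those types alike. At day 6 the median log2 fold change of the 20 enterocyte genes exceeded that of 51 goblet, Paneth, enteroendocrine and tuft cell genes by 1.86. The two-sided permutation p across genes was 1e-05, the smallest that 100000 permutations can give, and genes are not independent replicates. This argues against an even replacement at day 6. It cannot argue against a lower stem cell share filled mainly by enterocytes. The pooled genes also differed by list, with medians of 0.56 for Paneth and −1.33 for tuft cells. Of these 51 genes, 26 were higher, and the tuft cell genes were lower. At day 4 the difference was 0.24 (permutation p 0.63), with 40 of the 51 other genes higher, so that at day 4 a lower stem cell share and a change in the sorted cells cannot be told apart with 1 library per label. A candidate explanation for day 6 is the presence of enterocytes or of cells on the way to them in the sort, since 20 of 20 enterocyte genes were higher, the most abundant of those named, *Fabp1* and *Apoa1*, reaching 462 and 354 CPM. A rise of enterocyte genes within *Lgr5*-reporter cells would look alike, and both stay open.

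The interferon response genes were higher at both days. Immune cells carried into the sort are argued against, because the median of 10 immune cell genes was 0.0385 CPM in the day 6 libraries labelled 4-OHT against 0.175 CPM with EtOH. Of the 10 genes, 3 were expressed in all libraries alike (*Lcp1* at 159 CPM with either label at day 6, *Cd68* and *Cytip*), and the summed level of all 10 was 172 CPM against 171 CPM. A response to Cre activity and the DNA damage it can bring could raise interferon genes. The p53 and DNA damage list had an adjusted camera p of 0.0888 at day 6, and over its alternatives this ranged from 5.9e-05 (all 6 libraries) to 0.897 (estimated correlation), so the test does not decide. At day 4, with 1 library per label, 24 of its 25 tested genes were higher. Its median log2 fold change of 0.72 lay above all matched random lists. The enterocyte, regenerative, interferon, Paneth, enteroendocrine and goblet medians did so too, while the proliferation and stress medians lay below all matched lists. The day 4 rise of the p53 list goes with DNA damage but is not particular to it. Libraries with CreERT2 and 4-OHT but no floxed allele were not analysed here, so an effect of the treatment itself and one of the *Ythdf2* deletion cannot be told apart.

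More genes were higher than lower at day 6 (90.7% of 353). A GC trend is argued against, since the correction moved no called gene by more than 0.0264 on the log2 scale, while the smallest change among them was 0.69. With median-of-ratios scaling 90.1% were higher. This scaling centres the genes as TMM does and moved the log2 fold changes by less than 0.01, so it does not decide. A scaling error would move all genes by about the same amount. The median of all genes tested was −0.013, while 288 called genes were at least 2-fold higher and 29 at least 2-fold lower. Provided that most genes did not change, this argues against a scaling error as the cause. YTHDF2 binds m6A, a mark placed at motifs such as GGAC, and may promote decay of the RNA that carries it, so transcripts rich in the motif could rise when it is lost, under the caveat on labels given for *Ythdf2*. The median density of GGAC in the 3′ UTR of 291 higher genes was 3.31 per kb, at the 92.7th percentile of 10000 random lists matched on expression (95% of them between 2.87 and 3.38 per kb). The density lay within the range of the random lists, and as the motif is only a stand-in for m6A, which was not measured here, the hypothesis stays open.

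The 617 genes called over both days were compared with other splits of the 6 libraries into 3 and 3. Of the 10 splits, 1 gave as many genes, the real one, and 10 splits cannot give a share under 0.1. The 9 other splits gave 0 genes each, with 185 to 2113 genes at an unadjusted p under 0.05 against 2265 for the real split. They mix the labels within arms, so a difference between labels widens their spread, and 0 calls there do not decide. The 2113 came from the split that put day 6 EtOH replicate 1 with both day 4 libraries. With day as a term, that split sets this replicate against the other day 6 libraries. It also stood apart on the second principal component, at 48.1 against −36.4 to 13.1 for the others.

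The day 4 libraries had counts in more genes than the day 6 libraries. Depth does not account for it, since after all libraries were thinned to 14345379 counts the day 4 library with fewest genes had 4337 more than any day 6 library. Reads from genomic DNA or unspliced RNA could do so. Of 1547 receptor genes of the olfactory and vomeronasal families, 12.9% (4-OHT) and 16.8% (EtOH) had a read in the thinned day 4 libraries, against 1.23% to 2.13% at day 6, in keeping with nonspecific genomic reads. The share of unassigned reads was also higher at day 4, at 6.70% (4-OHT) and 6.19% (EtOH). Both labels share this at day 4, and day and library batch cannot be told apart, so no biological explanation was tested.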
